# *In Vitro* Immune Toxicity of Depleted Uranium: Effects on Murine Macrophages, CD4^+^ T Cells, and Gene Expression Profiles

**DOI:** 10.1289/ehp.8085

**Published:** 2005-08-17

**Authors:** Bin Wan, James T. Fleming, Terry W. Schultz, Gary S. Sayler

**Keywords:** apoptosis, CD4^+^ T cell, cytokine gene expression, depleted uranium, macrophage function, necrosis

## Abstract

Depleted uranium (DU) is a by-product of the uranium enrichment process and shares chemical properties with natural and enriched uranium. To investigate the toxic effects of environmental DU exposure on the immune system, we examined the influences of DU (in the form of uranyl nitrate) on viability and immune function as well as cytokine gene expression in murine peritoneal macrophages and splenic CD4^+^ T cells. Macrophages and CD4^+^ T cells were exposed to various concentrations of DU, and cell death via apoptosis and necrosis was analyzed using annexin-V/propidium iodide assay. DU cytotoxicity in both cell types was concentration dependent, with macrophage apoptosis and necrosis occurring within 24 hr at 100 μM DU exposure, whereas CD4^+^ T cells underwent cell death at 500 μM DU exposure. Noncytotoxic concentrations for macrophages and CD4^+^ T cells were determined as 50 and 100 μM, respectively. Lymphoproliferation analysis indicated that macrophage accessory cell function was altered with 200 μM DU after exposure times as short as 2 hr. Microarray and real-time reverse-transcriptase polymerase chain reaction analyses revealed that DU alters gene expression patterns in both cell types. The most differentially expressed genes were related to signal transduction, such as *c-jun*, *NF-*κ *Bp65*, neurotrophic factors (e.g., *Mdk*), chemokine and chemokine receptors (e.g., *TECK*/*CCL25*), and interleukins such as *IL-10* and *IL-5*, indicating a possible involvement of DU in cancer development, autoimmune diseases, and T helper 2 polarization of T cells. The results are a first step in identifying molecular targets for the toxicity of DU and the elucidation of the molecular mechanisms for the immune modulation ability of DU.

Depleted uranium (DU) is a by-product of the enrichment process of natural uranium (Priest 2001). The release of uranium into the environment presents a threat to human and ecologic health in many parts of world (Hass et al. 1998; Murray et al. 2002). DU shares chemical properties with natural or enriched uranium, but the major hazard rendered by DU results from its heavy metal toxicity rather than from radiologic toxicity (Fisenne and Welford 1986; Priest 2001). The adverse health effects of DU compounds are partially dependent on its chemical form. Uranium compounds in +2 to +4 valence states are essentially insoluble. However, *in vivo* soluble uranium is always hexavalent, regardless of the oxidation state of uranium compound taken up (Edison 1994). It is this form (+6) that is of toxicologic importance. Because of their high affinity for phosphate, carboxyl, and hydroxyl groups, uranyl compounds readily combine with proteins and nucleotides to form stable complexes (Moss 1985).

Serum uranium forms a variety of nondiffusible complexes such as uranium–albumin compounds and diffusible ones such as ionic uranyl hydrogen carbonate complex (Moss 1985). Although the most characteristic response to DU exposure either short or long term is renal dysfunction (Domingo 1995; Leggett 1989; Zamora et al. 1998), uranium is also localized within the central nervous system, testes, lymph nodes, and spleen, suggesting the potential for uranium to cause health problems at these sites (Domingo 2001; Pellmar et al. 1999; Wrenn et al. 1985). Uranium-induced pathological changes in the testes and thyroid glands have been documented (Malenchenko et al. 1978).

*In vitro* studies have examined the effects of DU on a variety of cell types. For example, Chinese hamster ovary cells exposed to DU exhibit lower cell viability, depressed cell cycle kinetics, and increased sister chromatid exchanges, micronuclei, and chromosomal aberrations after DU exposure (Lin et al. 1993). Kidney cells release lactate dehydrogenase upon uranium exposure (Furuya et al. 1997), whereas human osteoblast cells are transformed to a neoplastic phenotype after *in vitro* DU exposure (Miller et al. 1998).

More important to this investigation, some studies indicated that immune cells are also involved in DU toxicity. Macrophages can actively internalize the uranium, with the subsequent occurrence of cell apoptosis (Kalinich and McClain 2001; Kalinich et al. 2002). Other evidence suggests the involvement of cytokine gene expression in DU toxicity, and the changes of some of these genes are associated with immune responses. For example, recent studies demonstrated that DU induces abnormal expression and release of tumor necrosis factor (TNF) and interleukin (IL)-6 in macrophages (Gazin et al. 2004: Zhou et al. 1998).

During the Gulf War, tons of DU weapons were fired, and DU shrapnel was permanently embedded in the bodies of many soldiers (sometimes removing shrapnel is fatal). In addition inhalation of DU combustion particles on the battlefield is also a major source of exposure to high concentrations of DU. It was hypothesized that Gulf War syndrome may be explained as a systemic shift in cytokine balance from a T helper (Th) 1 profile toward a Th2 profile because the syndrome is clinically similar to autoimmune diseases (Rook and Zumla 1997; Skowera et al. 2004). In this study we hypothesized that DU exposure may compromise the immune system function by inducing immune cell apoptosis and modulating immune cell cytokine gene expression, which may be predictive of DU immunotoxicity. This hypothesis is consistent with the findings of Li et al. (2001), Pallardy et al. (1999), and Rodenburg et al. (2000), which showed that cell death through apoptosis or necrosis may cause serious adverse effects such as immunosuppression or lead to an altered immune response. More specifically, because of the macrophage’s phagocytosis activity and ubiquitous presence throughout the body, it is also important to assess the effect DU may have on macrophage function as accessory cells to T-lymphocyte activation/proliferation. Cytokine gene expression profiling of DU-exposed immune cells should contribute to the understanding of the molecular mechanisms of DU toxic effects on the immune system. To test the above hypotheses, we exposed macrophages and primary CD4^+^ T cells to DU (in the form of uranyl nitrate) and examined for evidence of apoptosis and altered macrophage function in promoting lymphocyte proliferation. Macrophages and T cells were also exposed to DU at noncytotoxic concentrations, and the effect of DU-modulated cytokine gene expression was examined. The results of these experiments suggest a possible role for DU in carcinogenesis and autoimmune diseases.

## Materials and Methods

### Chemicals.

Uranyl nitrate [UO_2_(NO_3_)_2_ · 6H_2_O], with a specific activity of approximately 0.2 μCi/mg, and sodium nitrate (NaNO_3_) were purchased from Mallinckrodt Specialty Chemicals Co. (Phillipsburg, NJ) and both were dissolved in water. Lipopolysacchride and concanavalin A (ConA) were from Sigma (St. Louis, MO) and were dissolved in DMSO. [α-^33^P]-Deoxyadenosine 5′-triphosphate was purchased from ICN Radiochemicals (Costa Mesa, CA).

### Animals.

BALB/c and DO11.10 T-cell receptor (TCR)–transgenic mice were originally obtained from The Jackson Laboratory (Bar Harbor, ME) and bred and housed under pathogen-free conditions in the animal care facility at the University of Tennessee, Knoxville, according to the animal protocol procedures approved by the Committee on the Care of Laboratory Animal Resources. Mice 6–8 weeks of age were used for cell preparation.

### Cell preparations.

Collected peritoneal elicited macrophages were collected and pooled from three to four Balb/c mice injected intraperitoneally with thioglycollate (TG) broth (3% wt/vol; 1 mL/mouse; Difco Laboratories, Livonia, MI) 4 days before cell collection. Cells were plated onto 25 cm^2^ Corning cell culture flasks or polystyrene six-well flat-bottom microtiter plates and were incubated at 37°C, 5% CO_2_/95% air, and 95% humidity for 4 hr to allow the macrophages to adhere to the surfaces. The surfaces were washed twice with warm PBS to remove all nonadherent cells, and the macrophage layer was cultured overnight in complete RPMI-1640 (cRPMI-1640) containing 10% low-endotoxin, heat-deactivated fetal bovine serum (Sigma, Copenhagen, Denmark), 10^–5^ M 2-mercaptoethanol, L-glutamine (20 mM), and penicillin and streptomycin (100 U/mL each). The resulting macrophage purity was > 95%, determined by CD11b staining analysis. Cells were then washed twice, stained with trypan blue exclusive dye, and counted. The cells were exposed to uranyl nitrate at various concentrations in 25-cm^2^ flasks (for RNA isolation) or six-well plates (for flow cytometry analysis).

Splenic CD4^+^ T cells were negatively isolated using the magnetic activated cell sorting method according to the manufacturer’s protocols (Miltenyi Biotec, Auburn, CA). In brief, pooled splenic cells from three to four DO11.10 mice were stained with a cocktail of biotin-conjugated monoclonal antibodies against CD8a(Ly-2) (rat IgG2a), CD11b (Mac-1) (rat IgG2b), CD45R (B220) (rat IgG2a), DX5 (rat IgM), and Ter-119 (rat IgG2b). The mixture was then incubated with Anti-Biotin MicroBeads (Miltenyi Biotec) and the cell suspension was passed through an LS magnetic separation column (Miltenyi Biotec). The major cell composition of elute is CD4^+^ T cells (> 95%). After washing, the cell density was adjusted to 1 × 10^6^ cells/mL cRPMI-1640 media and the DU exposure was performed in anti-CD3–coated 96-well plates, followed by RNA isolation or flow cytometry analysis. Fresh cells from new living animals were purified each time the assays were repeated; three individual experiments were performed.

### Cell staining and flow cytometry analysis of cell death.

For both macrophages and primary CD4^+^ T cells, cell death analysis using flow cytometry was performed in triplicate. We handled and treated cells according to the protocol provided with the Annexin-V–fluorescein (A-V–FITC) Apoptosis Detection Kit (Sigma, Copenhagen, Denmark). Cells (1 × 10^6^ cells/mL) were exposed to uranyl nitrate at 0–200 μM (macrophages) or 0–500 μM (CD4^+^ T cells). The cells were harvested and washed once with PBS and resuspended in 1 × binding buffer. A 500-μL aliquot of the cell suspension was stained with 5 μL of A-V–FITC and 10 μL of propidium iodide (PI) in a 12 × 75 mm test tube for 10 min at room temperature, protected from light. We then analyzed cells using the flow cytometry FACScan (BD Biosciences, San Jose, CA) by counting 30,000 events. The data files were saved automatically by CellQuest software (BD Biosciences), and WinMDI (version 2.8; The Scripps Institute, Flow Cytometry Core Facility, La Jolla, CA), was used to perform quadrant analysis. A two-tailed *t*-test was performed to determine the significant difference between treatment and control experiments using Excel (Microsoft, Redmond, WA).

### Lymphoproliferation assay.

We used a T-lymphocyte proliferation assay to estimate the macrophage function as accessory cells. The exposure follows the model described by Krocova et al. (2000): elicited peritoneal macrophages were placed into the wells of 96-well microtiter plates (Corning Inc., Corning, NY), allowed to adhere for 4 hr, and then exposed to cRPMI-1640 media containing DU (10, 50, 100, 200, 500, and 1,000 μM) or an equal amount of medium with no DU added. After 2 hr incubation, the cells were washed, and then the purified CD4^+^ T cell suspension (1 × 10^6^ cells/mL with 5 μg/mL ConA) was added to each well containing treated adherent macrophages. Simultaneously, we set up non–T-cell controls by replacing the T cells with same amount of culture medium. The plate was incubated at 37°C, 5% CO_2_/95% air, and 95% humidity for 48 hr. Then, we added 10 μL of MTT [3-(4,5-dimethylthiazolyl-2)-2,5-diphenyltetrazolium bromide] solution (5 mg/mL) to each well, and allowed the plate to incubate for an additional 4 hr. At the end of the incubation, we added 100 μL of acidic isopropanol (0.04 M HCl in absolute isopropanol) and mixed to dissolve the converted dye formazan. The absorbance data were recorded by a spectrophotometer (Bio-Tek Instruments, Inc., Winooski, VT) at 562 nm.

### Mouse cytokine cDNA microarray analysis.

The Panorama mouse cytokine gene array (Sigma, St. Louis, MO) consisting of 514 different cytokine-related cDNAs printed onto charged nylon membranes was used to analyze gene expression profile. A detailed description and a list of genes included on the array can be found on the Sigma-Genosys website (Sigma 2004). Briefly, we exposed macrophages and CD4^+^ T cells to 50 and 100 μM DU, respectively, for 24 hr; after treatment, we extracted total RNA from each sample using Trizol reagent and treated the RNA with RNase-free DNase I (Gibco-BRL Life Technologies Inc., Grand Island, NY). Using mouse cytokine gene cDNA-labeling primers (Sigma-Genosys, St. Louis, MO), 2 μg RNA were reverse transcribed to generate a [α-^33^P]-dATP–labeled cDNA probe. We removed unincorporated nucleotides from the probe using NucTrap probe purification columns (Stratagene, La Jolla, CA). EDTA was added to bring the final concentration to 10 mM, and the probe was heat denatured at 95°C for 5 min. Arrays were hybridized with probes in ULTRArray hybridization buffer (Ambion, Inc., Austin, TX) overnight at 55°C. The arrays were then washed extensively at 50°C under both low-and high-stringency conditions [2 × saline sodium citrate (SSC), 0.5% SDS for low-stringency wash solution, 0.5 × SSC, 0.5% SDS for high-stringency wash solution] for 2 × 30 min. The membranes were air dried, sealed in a clear plastic bag, and exposed to low-energy storage phosphoimage screens (Kodak, Rochester, NY). The images were scanned at 50-μm resolution on a Storm 840 PhosphorImager (Molecular Dynamics, Inc., Sunnyvale, CA). The image files were analyzed using ArrayVision software (version 6.0; Imaging Research, St. Catharines, Ontario, Canada), and the numerical output was exported in Microsoft Excel format to ArrayStat (version 1.0; Imaging Research Inc.) for statistical analysis. Microarray data obtained here are available at Gene Expression Omnibus (GEO 2005; accession no. GSE2333).

### Real-time reverse-transcriptase PCR analysis.

Real-time reverse-transcriptase polymerase chain reaction (RT-PCR) was used to verify gene expression of microarray analysis. The assay was performed in triplicate in a DNA Engine Opticon system (MJ Research Inc., Waltham, MA) using SYBR Green I as the detection format (Qiagen, Inc, Valencia, CA). First, we converted total RNA to first-strand cDNA using reverse transcription, and then performed real-time RT-PCR analysis using the SYBR Green PCR kit (Qiagen). The PCR primers are listed in Table 1. After PCR, we performed melting curve analysis and visualized the PCR products using gel electrophoresis to assess the specificity of PCR amplification reactions. For both the reference gene [glyceralde-hyde-3-phosphate dehydrogenase (*GAPDH*)] and test gene, we constructed standard curves and determined the slope to calculate the PCR efficiency according to Pfaffl (2001; Pfaffl et al. 2002). We calculated differences in gene expression between treatment and control using PCR efficiencies and threshold cycle numbers (Ct values), which were normalized against *GAPDH*. The formulation used for calculating the ratio of gene expression between control and treatment groups is described by Pfaffl (2001; Pfaffl et al. 2002) as

[1]
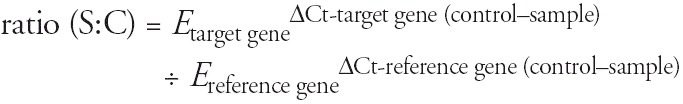

where ratio(S:C) is the expression ratio of DU-treated sample over control; *E*_target gene_ is the PCR efficiency of target gene; *E*_reference gene_ is the PCR efficiency of reference gene; ΔCt-target gene (control–sample) is the difference of target gene Ct values between control (*C*) and DU-treated samples (*T*); and ΔCt-reference gene (control–sample) is the difference of reference gene Ct values between control and DU-treated samples.

### Statistics.

Data were expressed as the mean ± SD, and a Student *t*-test was used to compare the differences between treatment and control groups, with the significance level set at *p* < 0.05. For microarray data analysis, blots were normalized to the mean values of the entire array with background subtraction. Three sets of data were generated from three biologic replicate experiments; if there were only one valid observation for a gene within a condition, that datum was disregarded for analysis. The outliers were detected by examining standardized residuals automatically using ArrayStat software. A curve-fit random error estimate method was employed for a proportional model with offset. The data were transformed logarithmically, and a *Z*-test for two independent conditions was performed according to Benjamini and Hochberg (1995). Differentially expressed genes were identified on the basis of the significance level (*p* < 0.05 or effective *p* < 0.05/number of analyzed genes).

## Results

### Macrophage cell death.

We determined induction of apoptosis in macrophages using flow cytometry analysis of cells labeled with A-V–FITC. A-V protein can bind, by a calcium-dependent process, to phosphatidylserine (PS) presented on the surface of cells undergoing apoptosis (Bertho et al. 2000). PS is normally sequestered on the inner leaflet of the plasma membrane. However, during apoptosis, membrane phospholipid asymmetry is lost and PS is exposed to the outer leaflet, where it can interact with A-V. Cells that stain positively for A-V and negatively for PI are considered cells in an early stage of apoptosis, whereas those that stain positively for both indicators either are in late apoptotic stage or are undergoing necrotic cell death.

The treatment of macrophages with DU as uranyl nitrate resulted in apoptotic cell death. As shown in Figure 1A, treatment with 20 and 50 μM DU for 24 hr did not cause an apparent increase in A-V and PI staining. However, 100 and 200 μM DU treatment led to a significant increase of both A-V and PI staining (*p* < 0.05), with the percentages of A-V binding at 12.3 and 30.5%, respectively, and the percentage of PI positive cells at 12.4 and 49.2%, respectively. The results indicated that both cell apoptosis and necrosis increase with an increase in concentration. DU at 50 μM was determined as noncytotoxic to macrophages.

Using light microscopy and atomic force microscopy, we investigated the morphologic changes in macrophages treated with 100 μM DU for 24 hr (Figure 2). We treated the macrophages with 0 or 100 μM DU for 24 hr and fixed the cells by soaking them in 2% formaldehyde (prepared in propanol), followed by incubation in 0.1% Triton-X 100 for 15 min. We then air dried the cells at room temperature in preparation for imaging by atomic force microscopy. Alternatively, cells after DU exposure were directly imaged by light microscopy. When adherent macrophages undergo necrosis or cellular disintegration, adherent cells will disassociate and float in the medium. Figure 2 shows that the apoptotic cells are still adherent to the surface and show the rough shape of the cell membrane and no apparent nuclear structure (Figure 2D). In the atomic force microscopy images, the darkness represents the height of sample surface over the vessel surface. Note that in Figure 2C, which is a normal cell, the thicker area (brightest) is the nucleus of the cell, but in Figure 2D, there is no such area, which is indicative of loss of nuclear structure. In Figure 2D, the small particle-like areas indicate apoptotic bodies.

### CD4^+^ T-cell death analysis.

The treatment of CD4^+^ T cells with DU (as uranyl nitrate) resulted in apoptotic as well as necrotic cell death. As shown in Figure 1B, treatment with 1, 10, and 100 μM DU for 24 hr did not result in significant increase of either A-V staining or PI staining, indicating that these treatments did not induce cell apoptosis or necrosis. However, there was a significant increase of apoptotic and necrotic cells after treatment with 500 μM DU (*p* < 0.05), 64.5 and 15.3%, respectively, whereas the apoptotic and necrotic cell percentages of negative controls were 3.5 and 1.5%, respectively. As expected, the positive controls had a much higher percentage of necrotic cells, whereas the percentages of necrotic and apoptotic cells in the 1 mM NaNO_3_ control group were not different from those of negative control, indicating that apoptosis and necrosis in DU treatment were not attributable to the NO_3_^–^ ion but were due to the uranyl ion. DU at 100 μM was determined as noncytotoxic to CD4^+^ T cells during 24-hr exposure.

### Lymphoproliferation assay.

Concanavalin A (ConA) was used to activate T cells. The likely mechanism is that ConA indirectly cross-links the TCR and sends the activation signals. Activation of T cells is also dependent on the presence of non-T cells that function as accessory cells, which provide additional and essential costimulatory signals for T-cell proliferation (Coligan 1991). Exposure to DU at concentrations > 200 μM significantly enhanced the functionality of macrophages, as shown by increased T-cell proliferation under the induction of ConA (Figure 3, solid bars). Lower concentrations of DU < 100 μM did not change the T-cell proliferation. However, 200, 500, and 1,000 μM DU treatment of macrophages significantly (*p* < 0.05) enhanced T-cell proliferation in a concentration-dependent manner, with the optical density measurements in MTT assay increasing from 0.56 (control) to 0.76, 0.86, and 0.87, respectively. In addition, 1 mM NaNO_3_ treatment did not influence the measurement, excluding the contribution of nitrate ions (NO_3_^–^) to the toxic effect on macrophages. In this study, pretreatment of macrophages with various concentrations of DU for 2 hr did not cause significant loss of cells in 96-well plates, as shown by open bars in Figure 3. Therefore, it is safe to preclude the possibility that the alteration of T-cell proliferation is caused by variations in macrophage cell numbers.

### DU influence on gene expression.

Gene expression in macrophages and CD4^+^ T cells under noncytotoxic DU exposure was analyzed by cDNA microarray. 

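Thioglycollate-elicited peritoneal macrophages were exposed to 50 μM DU and splenic CD4+ T cells to 100 μM DU for 24 hr, each beside untreated cells, in 3 experiments per cell type. Labeled cDNA from each culture was hybridized to a nylon membrane that carries cytokine-related cDNAs as duplicate spots. The authors deposited the intensity of each duplicate spot separately, which gives 24 columns for 12 arrays. Each column lists whole-number intensities for 531 membrane positions, beside 514 cDNAs in the paper's methods. Which positions are controls is not known, so the counts and the array means below may include control spots. The positions are named by their place in the grid, and the files do not pair them with gene names, so every value from the arrays is given here for a position and none could be matched to a gene of Table 2 or Table 3. The mean intensity of an array was 88701, 182684 and 388722 in the macrophage controls of experiments 1, 2 and 3, and 143430, 239220 and 406816 in the DU-treated macrophages. In CD4+ T cells it was 476679, 508296 and 241508 in the controls and 393240, 596700 and 241379 after DU. The deposited values were therefore not yet divided by the array mean, the normalization that the paper's methods describe. Each column was divided by its mean over all positions above 0, log2 was taken, and the duplicate spots were averaged to 1 value per experiment. Intensities of 0 were treated as missing. They occurred at 17 positions in CD4+ T cells and at 0 positions in macrophages. A position was tested when at least 2 experiments per condition had a value, which left 531 positions in macrophages and 529 in CD4+ T cells. DU-treated and control cells were compared with limma within each cell type, with Benjamini-Hochberg adjustment over the positions tested. Duplicate spots of an array typically differed by 2.85% to 5.71% (median over positions, by group). The spread between experiments was larger, with a median SD on the log2 scale of 0.44 in macrophage controls, 0.34 in DU-treated macrophages, 0.23 in CD4+ T-cell controls and 0.28 in DU-treated CD4+ T cells. The number of arrays, 3 per group, limits the precision of every ratio.

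**Figure D1:**
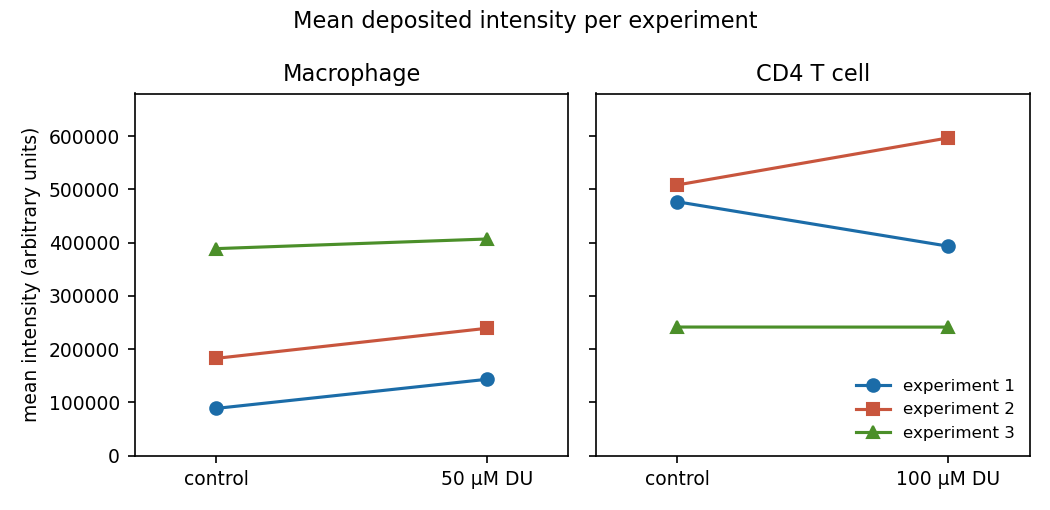
Mean deposited intensity of each array (arbitrary units, mean of the duplicate spots) in control and DU-treated cells, with lines joining the arrays of 1 experiment; the left panel shows macrophages and the right panel CD4+ T cells. Macrophage arrays range from 88701 to 406816 and order by experiment in both conditions.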

The results were from three biologic replicates. Table 2 lists 29 (6% of all analyzed genes) genes whose expressions were significantly (*p* < 0.05) changed in macrophages upon 50 μM DU exposure. Of these 29 genes, 24 (5%) were up-regulated, and 5 (1%) were down-regulated. 

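In macrophages, 0 of the 531 positions passed an adjusted p of 0.05 in limma, and the smallest adjusted p was 0.996. An unadjusted p under 0.05 was reached by 11 positions, or 2.07% of those tested. Differences between experiments widen the spread of this unpaired fit, and in simulated arrays with no change it passed 0.765% of positions at an unadjusted p under 0.05, not 5%. These simulated arrays overstated the differences between experiments, which lowers that share. At 31 positions the DU-treated and control arrays did not overlap, and chance gives such a separation at 10% of positions when 3 unpaired arrays are set against 3. An exact permutation test of 3 arrays against 3 cannot give a p below 0.10. The experiments differed more from each other than DU-treated cells differed from control. When the paired arrays of an experiment were compared within that experiment (replicate block), the median standard error of a log2 ratio fell from 0.32 to 0.19, and 25 positions had an unadjusted p under 0.05, while 0 positions passed the adjusted threshold (smallest adjusted p 0.769). These 25 are 4.71% of positions. In simulated arrays with no change, the paired fit passed 6.08% at an unadjusted p under 0.05. It passed 4.55% when every position was given the same spread, so the 25 are close to or below the number without change. A Z-test on a curve of pooled spread against intensity, after the paper's methods, passed 1 position after Benjamini-Hochberg adjustment, and 21 had an unadjusted p under 0.05. Among the alternatives set in advance, the counts rose most on treating each duplicate spot as an independent replicate, with 3 positions past the adjusted threshold and 46 at an unadjusted p under 0.05. Control experiment 3 by itself decided much of the count. Without it, 1 position passed the adjusted threshold and 41 had an unadjusted p under 0.05. The paper removed outliers in ArrayStat and took the random error from a fitted curve, a step that was not repeated here, and from its Z-tests it lists the genes of Table 2 as significantly changed.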

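Of the 11 macrophage positions with an unadjusted p under 0.05, 9 had a higher intensity after DU and 2 a lower one. Among the 25 found when arrays were paired by experiment, 21 were higher and 4 lower. This split depended on the scaling and on single arrays. Dividing the paired arrays by their medians gave 19 higher and 12 lower, quantile normalization gave 23 and 11, and leaving out pair 1 gave 19 and 22, all chosen after the values had been seen. In limma without the block, leaving out control experiment 1 gave 2 higher and 4 lower. The median log2 ratio over all positions was 0.05 after scaling to the array mean, -0.07 after scaling to the median and 0.44 in the intensities as deposited. Ratios of DU to control ran from 0.580 to 3.30, with 5 positions at 2 or above. The highest ratio belonged to position H18L, whose intensity relative to the array mean was 0.650 ± 0.506 (SD, n = 3) in control and 1.79 ± 0.185 (SD, n = 3) in DU-treated macrophages. Its log2 ratio was 1.72 (standard error 0.49, adjusted p = 0.996 from limma), made up of 2.27, 2.20 and 0.70 in the experiments. H18L passed the adjusted threshold with the pooled spread curve (adjusted p = 0.000783), with duplicate spots as independent replicates (adjusted p = 0.0457) and in limma without control experiment 3 (adjusted p = 0.0134), and the adjusted p ranged from 0.000783 to 0.999 over the alternatives set in advance. Position N16L rose from 0.491 ± 0.233 (SD, n = 3) to 0.978 ± 0.216 (SD, n = 3), a log2 ratio of 1.07 (standard error 0.37, adjusted p = 0.996 from limma). Positions L3L and O3U fell, L3L from 0.0886 ± 0.00756 to 0.0554 ± 0.00427 and O3U from 0.123 ± 0.0294 to 0.0710 ± 0.0146 (SD, n = 3 each). Their log2 ratios were -0.68 (standard error 0.23) and -0.78 (standard error 0.29), with adjusted p = 0.996 for both in limma. Of the alternatives set in advance, L3L passed the adjusted threshold only with duplicate spots as independent replicates (adjusted p = 0.0153, over a range that reached 0.999). Both lie among the dimmest 25% of positions. At each of these 4 positions the DU-treated and control arrays did not overlap, so all 3 experiments moved the same way.

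**Figure D2:**
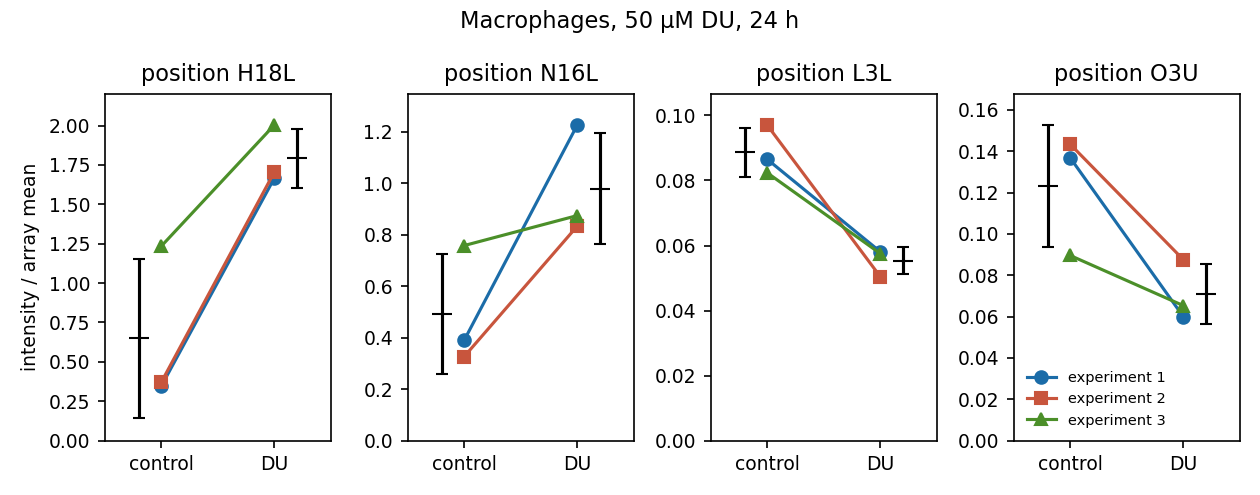
Intensity relative to the array mean (linear axes from 0) at positions H18L, N16L, L3L and O3U in control and DU-treated macrophages. Points are the 3 experiments, lines join the arrays of 1 experiment, and black bars beside them give the mean ± SD. H18L in control experiment 3 lies well above the other controls.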

Although a variety of gene groups are affected, the groups with multiple affected genes include signal transduction–related, cytokine- and IL-related, and apoptosis-related groups. Other genes with altered expression such as *LTBP-2* and *Mdk* are neurotrophic factors or involved in binding protein, respectively.

The differentially expressed genes in CD4^+^ T cells under noncytotoxic (100 μM) DU exposure are listed in Table 3. 

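In CD4+ T cells, limma passed 0 of the 529 positions at an adjusted p of 0.05, with a smallest adjusted p of 0.0690. At an unadjusted p under 0.05 there were 25 positions, 12 higher and 13 lower after DU. In simulated arrays with no change, the same fit passed 1.16% of the 515 positions with a value on every array, and the other positions were not simulated. The simulation overstated the differences between experiments, which lowers this share. The comparison within paired arrays (replicate block) passed 9 positions, 5 higher and 4 lower. With it, 69 positions had an unadjusted p under 0.05, 40 higher and 29 lower. These 69 are 13.0% of positions. In simulated arrays with no change, the paired fit passed 5.29% of the 515 positions. It passed 4.66% when every position was given the same spread. Simulated positions varied independently of each other, which real ones need not do, so 13.0% beside 5.29% is not a test. The split of the 69 changed with the setting, to 30 higher and 31 lower with median scaling. It was 43 and 17 with pair 1 left out and 11 and 38 with pair 3 left out. All of these settings were chosen after the values had been seen. The 9 positions include a pair of positions that hold the same deposited intensities in every CD4+ T-cell column, so they amount to 8 distinct measurements. The 9 calls depended on the scaling and on single experiments. With the paired arrays scaled to their medians, 0 positions passed, and 3 passed after quantile normalization, both settings chosen after the values had been seen. With experiment 1, 2 or 3 left out of the paired comparison, 17, 3 and 0 positions passed. In limma without the block, 4 positions passed without DU experiment 1 and 1 passed without DU experiment 2. The pooled spread curve passed 10 positions, 9 higher and 1 lower, and 59 had an unadjusted p under 0.05. The largest counts came from treating duplicate spots as independent replicates, which passed 27 positions, 7 higher and 20 lower. With that setting, 124 positions had an unadjusted p under 0.05.
Ratios of DU to control ran from 0.366 to 3.11. Position L6L rose from an intensity of 0.360 ± 0.0761 (SD, n = 3) relative to the array mean to 1.27 ± 0.786 (SD, n = 3), a log2 ratio of 1.64 (standard error 0.40, adjusted p = 0.590 from limma). Its log2 ratio was 0.35, 2.69 and 1.87 in experiments 1, 2 and 3, and the paired adjusted p was 0.000317 with a standard error of 0.27. L6L also passed with the pooled spread curve, with duplicate spots as independent replicates and without DU experiment 1 (adjusted p = 0.0235), over a range of 8.16e-10 to 1.00 among the alternatives. Position L2U rose from 0.287 ± 0.0123 (SD, n = 3) to 0.560 ± 0.247 (SD, n = 3), with a log2 ratio of 0.88 (standard error 0.28, adjusted p = 0.881 from limma, 0.0329 when paired). Position C7U fell from 0.0143 ± 0.00210 (SD, n = 3) to 0.00531 ± 0.00134 (SD, n = 3), with a log2 ratio of -1.45 (standard error 0.24, adjusted p = 0.0690 from limma, 0.000158 when paired). C7U is among the dimmest 0.756% of positions, and quantile normalization reduced its log2 ratio to -0.22. It passed the adjusted threshold without DU experiment 1 (adjusted p = 0.0417) and without DU experiment 2 (adjusted p = 0.0452). Position D23U fell from 1.21 ± 0.200 (SD, n = 3) to 0.748 ± 0.105 (SD, n = 3), with a log2 ratio of -0.69 (standard error 0.22, adjusted p = 0.881 from limma, 0.0912 when paired). At each of these 4 positions the DU-treated and control arrays did not overlap, so all 3 experiments moved the same way.

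**Figure D3:**
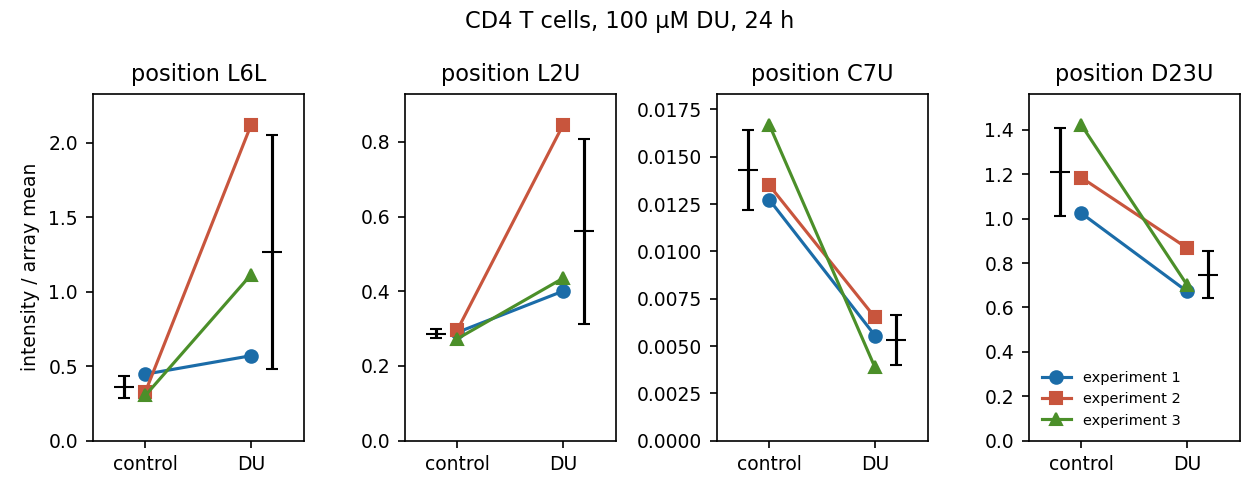
Intensity relative to the array mean (linear axes from 0) at positions L6L, L2U, C7U and D23U in control and DU-treated CD4+ T cells. Points are the 3 experiments, lines join the arrays of 1 experiment, and black bars beside them give the mean ± SD. At L6L and L2U the DU-treated array of experiment 2 lies above those of the other experiments.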

Although many of the same gene groups are represented, the specific genes, except for *Mdk* listed in Tables 2 and 3 are different. Specifically, chemokine-related genes are up-regulated in CD4^+^ T cells but not in macrophages. Moreover, *IL-5* is related to T-cell functionality.

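The cell types were compared over the 529 positions tested in both. Of the 11 macrophage and 25 CD4+ T-cell positions with an unadjusted p under 0.05, 2 were shared, H18L and N16L, where 0.520 would be shared by chance. Both had a higher mean after DU in both cell types, although H18L fell slightly in experiment 1 of the CD4+ T cells (log2 ratio -0.11). The number shared depended on single arrays, with 0 without CD4+ T-cell control experiment 3 or DU experiment 2, 5 without CD4+ T-cell DU experiment 1 and 7 without macrophage control experiment 3. With arrays paired by experiment, 7 of the 25 and 69 positions were shared, 6 of them in the same direction, against 3.26 by chance (Fisher's exact test across positions, two-sided p = 0.0328), although positions are not independent replicates. At an adjusted p of 0.05, 0 positions were shared, in limma without and with the block. A position that passes in 1 cell type and not in the other is not thereby shown to differ, so the difference between the DU effects was tested directly by an interaction term over the 4 groups. In limma it passed 0 of 529 positions at an adjusted p of 0.05, and 8 had an unadjusted p under 0.05. The paired fit also passed 0 positions and had 28 at an unadjusted p under 0.05. The Z-test passed 1 position. In limma without the block, the smallest adjusted p of the interaction was 0.384, at C7U, where the log2 ratio was 0.24 in macrophages and -1.45 in CD4+ T cells, a difference of -1.69 (standard error 0.39). At H18L the log2 ratio was 1.72 in macrophages and 1.08 in CD4+ T cells, a difference of -0.65 (standard error 0.72), and at L6L it was 0.19 and 1.64, a difference of 1.45 (standard error 0.55, adjusted p = 1.00 for both). Across positions the log2 ratios of the cell types correlated weakly, with Pearson's r of 0.207 and Spearman's rho of 0.149. Pearson's r was 0.190 without the 10 positions of largest CD4+ T-cell ratio. It ranged from 0.0189 without DU experiment 2 of the CD4+ T cells to 0.349 without their DU experiment 1, among the fits that left out 1 array.

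**Figure D4:**
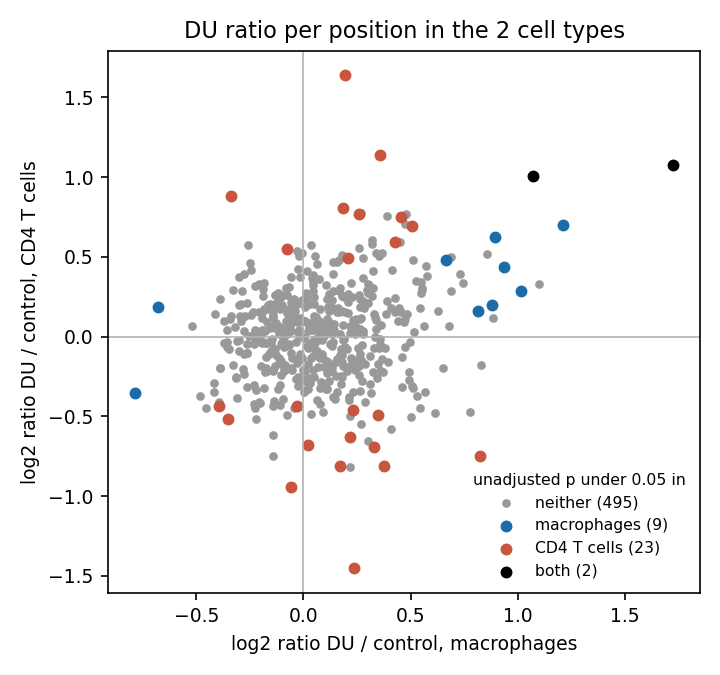
Log2 ratio of DU to control in macrophages (horizontal axis) and in CD4+ T cells (vertical axis), 1 point for each of 529 positions. Color marks an unadjusted p under 0.05 in limma in macrophages, in CD4+ T cells, in both (2 positions, at the upper right) or in neither.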

### Real-time RT-PCR analysis.

We used real-time RT-PCR analysis as a confirmative method for the genes determined to be differentially expressed by microarray analysis and performed the analysis for selected genes in both cell types. Table 4 shows some of the RT-PCR results, along with the corresponding microarray results. RT-PCR analysis showed that under DU exposure, expression of genes such as *Mdk*, *c-jun*, and *IL-10* was enhanced in macrophages, and *Mdk* and *IL-5* in CD4^+^ T cells. The ratios of all genes except for *IL-10* were in accordance with those determined by microarray analysis. We performed the assay in triplicate. Generally, this quantitative RT-PCR assay confirmed the microarray results.

## Discussion

Uranium environmental contamination from mining, processing, and military industries has heightened concern of the possible environmental and health effects of DU exposure. DU can enter the body by ingestion, inhalation, contamination of wounds, and embedded shrapnel (McClain et al. 2001). At the cellular level, accumulation of DU has been observed in various macrophage cell lines (Gazin et al. 2004; Kalinich et al. 2002), and one of the first issues to address is whether DU induces macrophage death and at what level this toxic effect occurs. In this study we used flow cytometry analysis of A-V/PI binding to study apoptosis and necrosis. The results showed that apoptosis and necrosis occurred after 24 hr with DU (as uranyl nitrate) treatments ≥ 100 μM. These results are similar to those observed in a previous study that used uranyl chloride and a macrophage cell line, J774 (Kalinich et al. 2002) and were also comparable with other reported experiments using human osteoblast cells (Miller et al. 1998). Apoptosis and, to a lesser extent, necrosis occurred simultaneously after 24 hr when T cells were exposed to concentrations as high as 500 μM DU. Below 500 μM, apoptosis and necrosis were not observed. CD4^+^ T cells are more resistant than macrophages, which may be because macrophages can actively engulf DU particles (Kalinich et al. 2002), but CD4^+^ T cells do not. Compared with other heavy metals, DU is much less toxic to CD4^+^ T cells than mercury, whereas lead and vanadium have approximately the same toxicity as DU (Shen et al. 2001).

Once the toxicity of DU to immune cells was determined, the issue arose as to how DU affects the function of immune cells. In the presence of ConA, *in vitro* T-cell activation requires accessory cells for co-stimulatory signals (Pollard and Landberg 2001). In the present study we assessed the ability of DU-exposed macrophages to function as accessory cells by measuring the CD4^+^ T-cell proliferation. The results indicated that higher concentrations (200 to ~ 1,000 μM) of DU were able to alter macrophage functionality *in vitro* in a concentration-dependent manner, which led to significant T-cell proliferation. This response is similar but occurs at higher concentrations compared with other heavy metals such as lead, which induces lymphocyte proliferation at a concentration range of approximately 12–120 μM (Krocova et al. 2000). The results in this study demonstrated that a short-term, high-concentration DU exposure was able to perturb rapidly the interaction between macrophages and T cells, and immune function.

Previous studies on the toxic effects of heavy metals, including uranium, indicated the involvement of cytokine regulation in immunomodulatory activities (Gazin et al. 2002; Krocova et al. 2000). However, these studies focused on the expression of only a few cytokine genes such as interleukins, *NF-*κ*B*, or *TNF-*α. Global gene expression analysis in kidney tissue after DU exposure suggested that genes involved in multiple biologic functions, including signal transduction, may be altered by uranium exposure (Taulan et al. 2004). We further asked what effects DU might have on the immune system if the exposure scenario were nonlethal and long term and how it might relate to cytokine gene expression.

In this present study we used a mouse cytokine gene array, and as expected, genes related to signal transduction pathways were significantly modulated by DU exposure (Tables 2, 3). In DU-exposed macrophages the most highly expressed gene was *NF-*κ *B p65* (Table 2). Miller et al. (2004) demonstrated that DU (5–50 μg/mL or 18.5–185 μM) had profound influences on multiple signaling pathways in HepG2 cells; interestingly, the genes they identified also related to the NF-κ B pathway, as indicated in our research. The important role of NF-κ B in uranium toxic effects has been reported previously by Gazin et al. (2002). Our results provide direct evidence showing that DU is able to activate NF-κ B by increasing the expression of the p65 subunit. The NF-κ B family of transcription factors not only are key regulators of genes involved in immune and inflammatory reactions (Li et al. 2001; Tak and Firestein 2001) but also are involved in many aspects of cell growth, differentiation, and proliferation via the induction of certain growth and transcription factors (e.g., c-myc, ras, p53). The co-induction of *NF-*κ *B*, *MMP-13*, and *c-myc* indicated in our microarray results is consistent with previous work by Tak and Firestein (2001).

NF-κ B can mediate both inflammatory and antiinflammatory responses by regulating genes encoding either proinflammatory or antiinflammatory activities (e.g., *IL-10*) (Baldwin 2001; Bierhaus and Nawroth 2003; Xu and Shu 2002). In our microarray analysis, the latter was indicated by the up-regulation of *IL-10* gene in macrophages upon DU exposure (Table 2). Activation of NF-κ B requires degradation of I-κ B (nucear factor of kappa light chain gene enhancer in B-cells inhibitor, β ) with the help of I-κ B kinases, the activity of which depends on binding with NF-κ B–inducing kinase (NIK) (Chen et al. 2001; Wooten 1999). The activation of NIK as shown in this study (Table 2) supports the conclusion that the NF-κ B signaling pathway was adopted by macrophages under the DU exposure. DU may induce NIK activity leading to the up-regulation of NF-κ B (by increasing the p65 subunit level), which further activates expression of a variety of cytokine genes, such as *c-myc* and *MMP-13*, as indicated in our array data. This hypothesis is supported by the study of Miller et al. (1998) that demonstrated DU-induced tumorigenic activity in osteoblast cells.

It is interesting to note that the expression of the neurotrophic factor Mdk was highly induced in both primary macrophages and CD4^+^ T cells (Tables 2, 3) after DU exposure. *Mdk* gene expression is restricted to only a few types of cells such as kidney and epithelial cells (Garver et al. 1993; Hu et al. 2002); it is very unusual that this gene was regulated by DU in immune cells. To our knowledge [main references were Tully et al. (2000) and Yamada and Koizumi (2002)], the up-regulation of *Mdk* by heavy metal exposure has not been previously reported, which may indicate a common mechanism of DU immunotoxicity to both macrophages and T cells and may provide a biologic marker for DU exposure. Because *Mdk* levels often increase in the early stage of cancer progression, it has been suggested as a tumor marker (Muramatsu 2002). High induction of *Mdk* expression in this study presents further evidence for the possible involvement of DU in carcinogenesis, as reported by Miller et al. (1998).

A DU-induced Th1–Th2 shift has been long postulated to play a role in the development of Gulf War syndrome (Rook and Zumla 1997; Skowera et al. 2004). The complex balance between Th1 and Th2 cells can be disturbed by a variety of factors, including heavy metals; a shift to a Th2 phenotype has been correlated with the development of allergic responses and some autoimmune diseases (Harber et al. 2000; Mosmann and Sad 1996). As part of our efforts, cytokine gene expression was studied in CD4 cells to investigate the DU-induced Th2 shift hypothesis.

Our array data showed an approximately 2-fold induction of IL-5 expression in CD4^+^ T cells and 1.7-fold induction of IL-10 in macrophages upon DU exposure (Tables 2, 3). We postulate that the reason changes in TNF and IL-6 were not detected, as reported by Krocova et al. (2000), is because of differences in exposure conditions and cell type (we used mouse primary peritoneal macrophages vs. rat alveolar macrophages and lung fibroblasts). However, the conclusions were similar because *IL-10* and *IL-5* were found to be up-regulated, and both genes are of the Th2 type. IL-5 is a signature cytokine of Th2 cells, which also produce cytokines such as IL-4 and IL-10 (Cousins et al. 2002; Mazzarella et al. 2000). IL-10 can also create a microenvironment to facilitate Th2 cell development (Malefyt et al. 1991; Mosmann and Sad 1996). Therefore, up-regulation of *IL-5* and *IL-10* expression in our study indicates a Th2 differentiation tendency after DU exposure. This is direct evidence, at the transcriptional level, for a DU-induced Th2 shift. Th2 domination of T-helper cell population differentiation is often found in association with strong antibody (e.g., autoimmune diseases) and allergic responses (Harber et al. 2000; Mosmann and Sad 1996). Interestingly, elevated blood IL-10 concentrations have been detected in symptomatic Gulf War veterans who were potentially exposed to DU under battlefield conditions (Skowera et al. 2004; Zhang et al. 1999). The data in our study show that DU may contribute to an increase in IL-10 levels through its action on macrophages. Additionally, the induction of IL-5 expression in CD4^+^ T cells, and possibly IL-10 in macrophages suggests an important role for DU in promoting Th2 shifting.

## Conclusions

In summary we have demonstrated DU-induced apoptosis and necrosis in both peritoneal macrophages and splenic CD4^+^ T cells in a cell-specific and concentration-dependent manner. Short-term DU exposure (> 200 μM) to macrophages interferes with the interplay between macrophages and CD4^+^ T cells, resulting in an enhanced T-cell proliferation response. At lower (noncytotoxic) concentrations, DU has the potential to influence immune function by modulating cytokine gene expression mainly involved in signal transductions, interleukin production, chemokine and chemokine receptors, and neurotrophic factors. Array analyses have successfully identified differentially regulated genes implicating DU in carcinogenesis and the development of autoimmune diseases. The up-regulation of *IL-5* and *IL-10* genes in CD4^+^ T cells and macrophages, respectively, strongly suggests a DU-induced Th2 shift during naive T-cell differentiation. Considering the substantial sequence homology between the mouse and human genome and the conserved expression patterns of orthologs reflecting common physiologic functions in these two organisms (Su et al. 2002), the alteration in immune functions and cytokine gene expression in murine immune cells demonstrated in this study identify putative molecular targets for the toxic actions of DU and suggest molecular mechanisms for the development of DU-related diseases in humans.

## Figures and Tables

**Figure 1:**
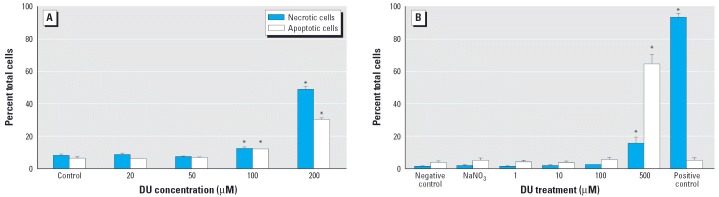
Cell apoptosis and necrosis under DU exposure. (*A*) Macrophages were treated with 0 (control), 20, 50, 100, or 200 μM DU for 24 hr. (*B*) CD4^+^ T cells were treated with 0 (negative control), 1, 10, 100, or 500 μM DU, 1 mM NaNO_3_, or 1 μg/mL staurosporine (positive control) for 24 hr. Data are presented as percentage of cells in the apoptotic or necrotic state and are the means of triplicate experiments. Error bars represent SD. *Difference from negative control is statistically significant (*p* < 0.05).

**Figure 2:**
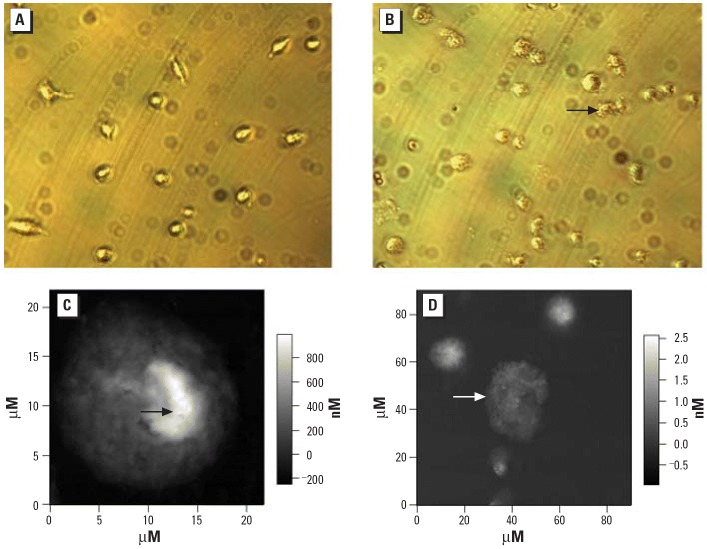
Representative bright-field and atomic force photomicrographs of macrophages with or without DU exposure. The cells were cultured in medium without or with 100 μM DU (as uranyl nitrate) for 24 hr and then processed for microscopy. Bright-field images (40 × magnification) of control (*A*) and DU-treated cells (*B*); the rough membrane structure of DU-treated cells was shown in *B*. Atomic force microscopy images of single control (*C*) and DU-treated cells (*D*), with or without nucleus area, respectively. The apoptotic body is presented in *D* as smaller separated bodies. The arrows in *B* and *D* indicate cells undergoing apoptosis after 24 hr of 100 μM DU exposure. Arrow in *C* indicates the nucleus feature of a normal cell.

**Figure 3:**
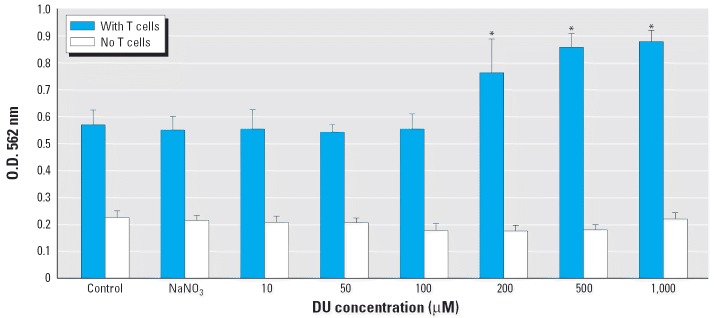
Effect of DU on the accessory cell function of peritoneal adherent macrophages. The effect of DU on lymphocyte (CD4^+^ T cell) proliferation was determined by MTT assay, which indirectly reflects the accessory cell function of macrophages in promoting lymphocyte proliferation. Results are expressed in optical density values read at 562 nm wavelength as mean and SD of triplicate analyses. *Difference from control is statistically significant (*p* < 0.05).

**Table 1:** Primer sequences used in quantitative RT-PCR for differentially expressed genes

Target	Sequences	Amplicon size (bp)
*IL-10*	F: 5′ -CAT GGG TCT TGG GAA GAG AA-3′	
	R: 5′-CAT TCC CAG AGG AAT TGC AT-3′	194
*Mdk*	F: 5′-ACC GAG GCT TCT TCC TTC TC-3′	
	R: 5′-GGC TCC AAA TTC CTT CTT CC-3′	230
*BMP-11*	F: 5′-TTC ATG GAG CTT CGA GTC CT-3′	
	R: 5′-AGC ATG TTG ATT GGG GAC AT-3′	299
*c-jun*	F: 5-TGA GAA CTT GAC TGG TTG CG-3′	
	R: 5′-AAA GTC CAT CGT TCT GGT CG-3′	222
*Stat-1*	F: 5′-TGG TGA AAT TGC AAG AGC TG-3′	
	R: 5′-TGT GTG CGT ACC CAA GAT GT-3′	119
*Tlr6*	F: 5′-ACA CAA TCG GTT GCA AAA CA-3′	
	R: 5′-GGA AAG TCA GCT TCG TCA GG-3′	128
*IL-5*	F: 5′-GTC CCT ACT CAT AAA AAT CAC CA-3′	
	R: 5′-GAA TAG CAT TTC CAC AGT ACC C-3′	105
*GAPDH*^a^	F: 5′-TGA TGA CAT CAA GAA GGT GGT GAA G-3′	
	R: 5′-TCC T TG GAG GCC ATG TAG GCC AT-3′	240

Abbreviations: F, forward primer; R, reverse primer.

a Sequences are from Lee et al. (2000).

**Table 2:** Differentially regulated genes in DU-exposed peritoneal adherent macrophages as determined by array analysis.

Gene abbreviation^a^	Gene symbol^a^	Accession no.^b^	Gene description	Gene group	*Z*-Test^c^	Ratio^d^	95% CI^e^
Up-regulated gene expression							
*NF-kB p65*	*Rela*	NM_009045	avian reticuloendotheliosis viral (v-rel) oncogene homolog A	Signal transduction	5.8 × 10^–8^	3.9	6.3–2.4
*LTBP-2*	*Ltbp2*	AF004874	latent TGF-beta binding protein-2	Binding protein	1.8 × 10^–6^	3.2	5.3–2.0
*WNT-8b*	*Wnt8b*	NM_011720	wingless related MMTV integration site 8b	Developmental factors	9.3 × 10^–6^	3.2	5.4–1.9
*Mdk*	*Mdk*	NM_010784	midkine	Neurotrophic group	1.5 × 10^–5^	3.1	5.2–1.9
*c-jun*	*Jun*	NM_010591	Jun oncogene	Signal transduction	7.1 × 10^–5^	3.2	5.8–1.8
*Map3k14*	*Nik*—pending	NM_016896	Nfkb inducing kinase	Apoptosis related	1.5 × 10^–3^	2.4	4.0–1.4
*BDNF*	*Bdnf*	NM_007540	brain derived neurotrophic factor	Neurotrophic group	2.4 × 10^–3^	1.7	2.5–1.2
*SOCS-1*	*Cish1*	NM_009896	cytokine inducible SH2-containing protein 1	Signal transduction	2.8 × 10^–3^	2.4	4.2–1.4
*c-myc*	*Myc*	NM_010849	myelocytomatosis oncogene	Signal transduction	7.2 × 10^–3^	2.2	3.8–1.2
*NSG1*/*p21*	*Nsg1*	NM_010942	neuron specific gene family member 1	Signal transduction	7.8 × 10^–3^	2.0	3.3–1.2
*IL-10*	*Il10*	NM_010548	interleukin 10	Interleukin	8.2 × 10^–3^	1.7	2.5–1.2
*Stat 1*	*Stat1*	NM_009283	signal transducer and activator of transcription 1	Signal transduction	9.2 × 10^–3^	2.0	3.4–1.2
*IL-12 Rb1*	*Il12rb1*	NM_008353	interleukin 12 receptor, beta 1	Interleukin receptor	1.1 × 10^–2^	1.6	2.4–1.1
*CIS3*	*Cish3*	NM_007707	cytokine inducible SH2-containing protein 3	Signal transduction	1.1 × 10^–2^	1.8	2.8–1.1
*BMP-9*	*Bmp9*	AF188286	bone morphogenetic protein 9	TGF-beta family	1.4 × 10^–2^	1.8	2.7–1.1
*SMAD7*	*Madh7*	NM_008543	MAD homolog 7 (Drosophila)	Signal transduction	1.9 × 10^–2^	1.6	2.5–1.1
*Tlr2*	*Tlr2*	AF185284	toll-like receptor 2	Cell surface protein	1.9 × 10^–2^	1.8	2.8–1.1
*CT-1*	*Ctf1*	NM_007795	cardiotrophin 1	Cytokine and receptors	1.9 × 10^–2^	1.9	3.4–1.1
*EphA3*	*Epha3*	M68513	mouse eph-related receptor tyrosine kinase (Mek4)	Eph family	2.1 × 10^–2^	1.6	2.3–1.1
*MMP-13*	*Mmp13*	NM_008607	matrix metalloproteinase 13	Protease or related factor	2.2 × 10^–2^	1.9	3.3–1.1
*BMP-11*	*Gdf11*	AF092734	growth/differentiation factor 11	TGF-beta family	3.2 × 10^–2^	1.8	3.1–1.0
*GDNF*	*Gdnf*	D49921	glial cell line-derived neurotrophic factor (GDNF)	Neurotrophic group	3.5 × 10^–2^	1.6	2.4–1.0
*Itgb7*	*Itgb7*	M95632	integrin beta-7 subunit	Intergrin	2.9 × 10^–2^	1.7	2.9–1.0
*MMP-8*	*Mmp8*	NM_008611	matrix metalloproteinase 8	Protease or related factor	4.9 × 10^–2^	1.6	2.5–1.0
Down-regulated gene expression							
*Tlr6*	*Tlr6*	NM_011604	toll-like receptor 6	Cell surface protein	2.7 × 10^–2^	0.6	0.9–0.4
*Cox-2*	*Ptgs2*	NM_011198	prostaglandin-endoperoxide synthase 2	Apoptosis related	2.3 × 10^–2^	0.6	0.9–0.4
*VCAM-1*	*Vcam1*	NM_011693	vascular cell adhesion molecule 1	Adhesion molecule	1.2 × 10^–2^	0.5	0.9–0.3
*FLIPL*	*Cash*	NM_009805	caspase homolog	Apoptosis related	1.1 × 10^–2^	0.6	0.9–0.4
*SARP-1*	*Sdf5*	NM_009144	stromal cell derived factor 5	Apoptosis related	7.3 × 10^–4^	0.6	0.8–0.4

Results are from three individual experiments.

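The macrophage arrays of 1 experiment resembled each other. Deviations from the group mean correlated across the 531 positions with r = 0.413, 0.261 and 0.850 between the control and the DU-treated array of experiments 1, 2 and 3. Between arrays of different experiments, 5 of the 6 correlations were below 0, from -0.739 to -0.111, and the remaining one, 0.531 between control experiment 2 and DU experiment 1, was above those within experiments 1 and 2. Centering on the group mean by itself pushes these correlations below 0 where those within experiments are above 0, so they are no separate evidence of resemblance. Of the total variation over all positions and arrays on the log2 scale, 71.0% lay between experiments, 11.0% between DU-treated and control cells and 18.0% remained, where chance gives 40%, 20% and 40%. The log2 ratios had the same sign in all 3 experiments at 148 of the 531 positions, 91 higher and 57 lower, which is 27.9% against 25% by chance. The ratios of experiments 2 and 3 correlated across positions with r = 0.479, whereas those of experiment 1 did not follow them (r = -0.0707 with experiment 2 and -0.0637 with experiment 3).

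**Figure D5:**
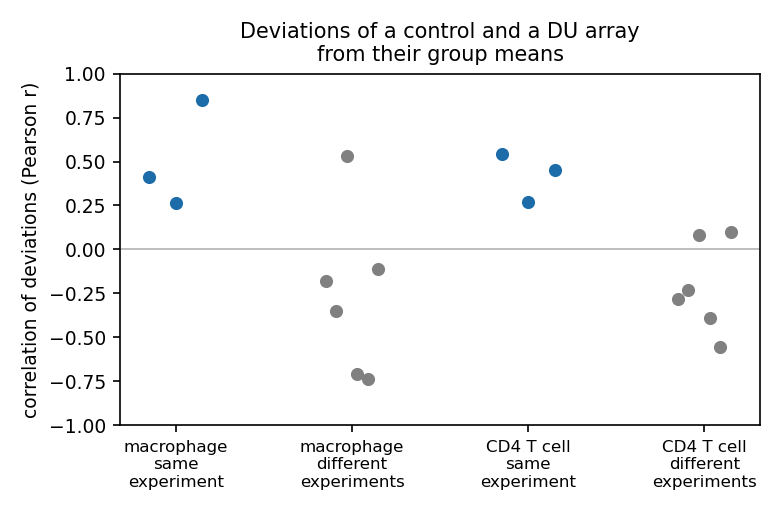
Pearson correlation across positions between the deviation of a control array and that of a DU-treated array from their group means, for arrays of the same experiment (blue) and of different experiments (gray). All 6 same-experiment correlations lie between 0.261 and 0.850.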

a From Sigma-Genosys (http://www.sigmaaldrich.com/catalog/search/ProductDetail/GENOSYS/G2041).

b From GenBank (http://www.ncbi.nlm.nih.gov/Genbank/).

c *p*-Values in the two-tailed *Z*-tests for the comparison between control and DU treatments.

d The ratio expression values for the average expression values of each gene between DU and control, that is, ratio = intensity value from DU-treated cells divided by that from control cells.

e Confidence intervals (CIs) determined for ratios, *p* < 0.05.

**Table 3:** Differentially regulated genes in DU-exposed CD4^+^ T cells as determined by array analysis.

Gene abbreviation^a^	Gene symbol^a^	Accession no.^b^	Gene description	Gene group	*Z*-Test^c^	Ratio^d^	95% CI^e^
Up-regulated gene expression							
*TECK*/*CCL25*	*Scya25*	NM_009138	small inducible cytokine A25	Chemokine	1.5 × 10^–14^	4.2	6.2–2.9
*Mdk*	*Mdk*	NM_010784	midkine	Neurotrophic group	2.9 × 10^–7^	3.0	4.7–1.9
*IL-5*	*Il5*	NM_010558	interleukin 5	Interleukin	9.5 × 10^–4^	1.9	2.9–1.3
*VEGF-A*	*Vegf*	NM_009505	vascular endothelial growth factor	Angiogenic factor	2.5 × 10^–5^	1.8	2.2–1.4
Down-regulated gene expression							
*EphA3*	*Epha3*	M68513	eph-related receptor tyrosine kinase (Mek4)	Eph family	4.0 × 10^–8^	0.5	0.6–0.4
*CCR-4*	*Cmkbr4*	NM_009916	chemokine (C-C) receptor 4	Chemokine receptor	1.8 × 10^–5^	0.6	0.8–0.5
*LIF*	*Lif*	NM_008501	leukemia inhibitory factor	Cytokine and receptors	3.0 × 10^–5^	0.6	0.8–0.4
*GDF-7*	*Gdf7*	U08339	BALB/c putative growth factor GDF7 (Gdf7) gene	TGF-beta superfamily	2.4 × 10^–4^	0.5	0.7–0.3
*EBF*	*Ebf*	NM_007897	early B-cell factor	Signal transduction	3.7 × 10^–4^	0.5	0.7–0.4
*CD27/TNFRSF7*	*Tnfrsf7*	L24495	CD27 antigen	TNF superfamily	6.4 × 10^–4^	0.6	0.8–0.4
*SLIT-3*	*Slit3*	AF088902	SLIT1 protein	Developmental factor	9.2 × 10^–4^	0.7	0.8–0.5
*CX3CL*1	*Scyd1*	NM_009142	small inducible cytokine subfamily D, 1	Chemokine	1.2 × 10^–3^	0.4	0.7–0.2
*SMAD1*	*Madh1*	NM_008539	MAD homolog 1 (*Drosophila*)	Signal transduction	1.3 × 10^–3^	0.6	0.8–0.5
*A1*	*Bcl2a1a*	L16462	hemopoietic-specific early response protein	Apoptosis related	1.5 × 10^–3^	0.6	0.8–0.4

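In CD4+ T cells, the deviations of the control and the DU-treated array from their group means correlated with r = 0.541, 0.270 and 0.453 in experiments 1, 2 and 3, over the 515 positions with a value on every array. Variation on the log2 scale was divided into 54.3% between experiments, 22.4% between DU-treated and control cells and 23.3% remaining, beside chance shares of 40%, 20% and 40%. The log2 ratio kept its sign in all 3 experiments at 168 of these 515 positions, 79 higher and 89 lower, or 32.6% against 25% by chance. Between experiments, the ratios correlated across positions with r = 0.326 for experiments 1 and 2, 0.168 for 1 and 3 and 0.306 for 2 and 3. The SD of the log2 ratios over positions was 0.57 in experiment 2, compared with 0.30 in experiment 1 and 0.41 in experiment 3. The 5 positions that rose and passed the paired test each had their largest ratio in experiment 2.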

Results are from three individual experiments.

a From Sigma-Genosys (http://www.sigmaaldrich.com/catalog/search/ProductDetail/GENOSYS/G2041).

b From GenBank (http://www.ncbi.nlm.nih.gov/Genbank/).

c *p*-Values in the two-tailed *Z*-tests for the comparison between control and DU treatments.

d The ratio expression values for the average expression values of each gene between DU and control, that is, ratio = intensity value from DU-treated cells divided by that from control cells.

e 95% Confidence intervals (CIs) determined for ratios, *p* < 0.05.

**Table 4:** Comparison of the gene expression ratios in macrophages determined by microarray and quantitative RT-PCR analysis.

Gene abbreviation	Array ratios	RT-PCR ratio^c^
*Mdk*^a^	3.1	3.2
*c-jun*^a^	3.2	1.9
*BMP-11*^a^	1.8	1.6
*Stat-1*^a^	2.0	2.2
*IL-10*^a^	1.7	6.9
*Tlr6*^a^	0.6	0.6
*Mdk*^b^	3.0	1.9
*IL-5*^b^	1.9	3.2

a The gene was differentially expressed in macrophages.

b The gene was differentially expressed in CD4^+^ T cells.

c Results from triplicate s (*n* = 3).

## References

[b1-ehp0114-000085] Baldwin AS (2001). The transcription factor NF-κ B and human disease. J Clin Invest.

[b2-ehp0114-000085] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Ser.

[b3-ehp0114-000085] Bertho AL, Santiago MA, Coutinho SG (2000). Flow cytometry in the study of cell death. Mem Inst Oswaldo Cruz Rio de Janerio.

[b4-ehp0114-000085] BierhausANawrothPP2003. From bench to bedside: new roles of NF-κ B. In: Annals of Hematology: 47th Annual Meeting of the GTH (Mannhalter C, Lechner K, Knobl P, Pabinger I, Rintelen C,eds). New York:Springer Press, 103.

[b5-ehp0114-000085] Chen F, Castranova V, Shi X (2001). New insights into the role of nuclear factor-kB in cell growth regulation. Am J Pathol.

[b6-ehp0114-000085] ColiganJE 1991. Proliferative assays for T cell function. In: Current Protocols in Immunology, Vol 1 (Coligan JE, Kruisbeek AM, Margulies DH, Shevach EM, Strober W, eds). Hoboken, NJ:John Wiley & Sons, unit 3.12.10.1002/0471142735.im0312s6018432927

[b7-ehp0114-000085] Cousins DJ, Lee TH, Staynov DZ (2002). Cytokine coexpression during human Th1/Th2 cell differentiation: direct evidence for coordinated expression of Th2 cytokines. J Immunol.

[b8-ehp0114-000085] Domingo JL (1995). Chemical toxicity of uranium. Toxicol Ecotoxicol News.

[b9-ehp0114-000085] Domingo JL (2001). Reproductive and developmental toxicity of natural and depleted uranium: a review. Reprod Toxicol.

[b10-ehp0114-000085] Edison AF (1994). The effect of solubility on inhaled uranium compound clearance: a review. Health Phys.

[b11-ehp0114-000085] Fisenne IM, Welford GA (1986). Natural U concentration in soft tissues and bone of New York city residents. Health Phys.

[b12-ehp0114-000085] Furuya R, Kumagai H, Hishida A (1997). Acquired resistance to rechallenge injury with uranyl acetate in LLC-PK-1 cells. J Lab Clin Med.

[b13-ehp0114-000085] Garver RI, Milner PG (1993). Reciprocal expression of pleiotrophin and midkine in normal versus malignant lung tissues. Am J Respir Cell Mol Biol.

[b14-ehp0114-000085] Gazin V, Kerdine S, Grillon G, Nizard P, Bailly I, Pallardy M (2002). Uranium and pulmonary inflammatory response: study of the molecular mechanisms involved in the induction of TNF-α secretion by macrophages. Ann Occup Hyg.

[b15-ehp0114-000085] Gazin V, Kerdine S, Grillon G, Pallardy M, Raoul H (2004). Uranium induces TNF-αsecretion and MAPK activation in a rat alveolar macrophage cell line. Toxicol Appl Pharmacol.

[b16-ehp0114-000085] GEO 2005. Array Data Stored in Gene Expression Omnibus. Bethesda, MD:National Institutes of Health. Available: http://www.ncbi.nlm.nih.gov/geo/[accessed 15 August 2005].

[b17-ehp0114-000085] HarberMSundstedtAWraithD 2000. The Role of Cytokines in Immunological Tolerance Potential for Therapy. Cambridge, UK:Cambridge University Press.10.1017/S146239940000214314585135

[b18-ehp0114-000085] Hass JR, Bailey EH, Purvis OW (1998). Bioaccumulation of metals by lichens: uptake of aqueous uranium by *Peltigera membranacea* as a function of time and pH. Am Mineral.

[b19-ehp0114-000085] Hu J, Higuchi I, Yoshida Y, Shiraishi T, Osame M (2002). Expression of midkine in regenerating skeletal muscle fibers and cultured myoblasts of human skeletal muscle. Eur Neurol.

[b20-ehp0114-000085] Kalinich JF, McClain DE (2001). Staining of intracellular deposits of uranium in cultured murine macrophages. Biotech Histochem.

[b21-ehp0114-000085] Kalinich JF, Ramakrishnan N, Villa V, McClain DE (2002). Depleted Uraniumuranyl chloride induces apoptosis in mouse J774 macrophages. Toxicol.

[b22-ehp0114-000085] Krocova Z, Macela A, Kroca M, Hernychova L (2000). The immunomodulatory effect(s) of lead and cadmium on the cells of immune system *in vitro*. Toxicol In Vitro.

[b23-ehp0114-000085] Lee CZ, Royce FH, Denison MS, Pinkerton KE (2000). Effect of *in utero* and postnatal exposure to environmental tobacco smoke on the developmental expression of pulmonary cytochrome P450 monooxygenases. J Biochem Mol Toxicol.

[b24-ehp0114-000085] Leggett RW (1989). The behavior and chemical toxicity of U in the kidney: a reassessment. Health Phys.

[b25-ehp0114-000085] Li M, Carpio DF, Zheng Y, Bruzzo P, Singh V, Ouaaz F (2001). An essential role of NF-κ B /toll-like receptor pathway in induction of inflammatory and tissue-repair gene expression by necrotic cells. J Immunol.

[b26-ehp0114-000085] Lin RH, Wu LJ, Lee CH, Lin-Shiau SY (1993). Cytogenetic toxicity of uranyl nitrate in Chinese hamster ovary cells. Mutat Res.

[b27-ehp0114-000085] Malefyt RDW, Abrams J, Bennett B, Figdor CG, de Vries JE (1991). Interleukin 10 (IL-10) inhibits cytokine synthesis by human monocytes: an autoregulatory role of IL-10 produced by monocytes. J Exp Med.

[b28-ehp0114-000085] Malenchenko AF, Barkun NA, Guseva GF (1978). Effect of uranium on the induction and course of experimental autoimmune orchitis and thyroiditis. J Hyg Epidemiol Microbiol Immunol.

[b29-ehp0114-000085] Mazzarella G, Bianco A, Catena E, De Palma R, Abbate GF (2000). Th1/Th2 lymphocyte polarization in asthma. Allergy.

[b30-ehp0114-000085] McClain DE, Benson KA, Dalton TK, Ejnik J, Emond CA, Hodge SJ (2001). Biological effects of embedded depleted uranium (DU): summary of the Armed Force Radiobiology Research Institute research. Sci Total Environ.

[b31-ehp0114-000085] Miller AC, Blakely WF, Livengood D, Whittaker T, Xu J, Ejnik JW (1998). Transformation of human osteoblast cells to the tumorigenic phenotype by depleted uranium-uranyl chloride. Environ Health Perspect.

[b32-ehp0114-000085] Miller AC, Brooks K, Smith J, Page N (2004). Effect of the militarily-relevant heavy metals, depleted uranium and heavy metal tungsten-alloy on gene expression in human liver carcinoma cells (HepG2). Mol Cell Biochem.

[b33-ehp0114-000085] Mosmann TR, Sad S (1996). The expanding universe of T-cell subsets: Th1, Th2 and more. Immunol Today.

[b34-ehp0114-000085] MossMA 1985. Chronic low level uranium exposure via drinking water—clinical investigations in Nova Scotia [Master’s Thesis]. Halifax, Nova Scotia:Dalhousie University.

[b35-ehp0114-000085] Muramatsu, T (2002). Midkine and pleiotrophin: two related proteins involved in development, survival, inflammation and tumorigenesis. J Biochem.

[b36-ehp0114-000085] Murray VSG, Bailey MR, Spratt BG (2002). Depleted uranium: a new battlefield hazard. Lancet.

[b37-ehp0114-000085] Pallardy M, Biola A, Lebrec H, Breard J (1999). Assessment of apoptosis in xenobiotic- induced immunotoxicity. Methods (Orlando).

[b38-ehp0114-000085] Pellmar TC, Fuciarelli AF, Ejnik JW, Hamilton M, Hogan J, Strocko S (1999). Distribution of uranium in rats implanted with depleted uranium pellets. Toxicol Sci.

[b39-ehp0114-000085] Pfaffl MW (2001). A new mathematical model for relative quantification in real-time RT- PCR. Nucleic Acids Res.

[b40-ehp0114-000085] Pfaffl MW, Horgan GW, Dempfle L (2002). Relative expression software tool (REST©) for group-wise comparison and statistical analysis of relative expression results in real-time PCR. Nucleic Acids Res.

[b41-ehp0114-000085] Pollard KM, Landberg GP (2001). The in vitro proliferation of murine lymphocytes to mercuric chloride is restricted to mature T cells and is interleukin 1 dependent. Int Immunopharmacol.

[b42-ehp0114-000085] Priest ND (2001). Toxicity of depleted uranium. Lancet.

[b43-ehp0114-000085] Rodenburg RJ, Raats JM, Pruijn GJ, van Venrooij WJ (2000). Cell death: a trigger of autoimmunity?. BioEssays.

[b44-ehp0114-000085] Rook GAW, Zumla A (1997). Gulf war syndrome: is it due to a systemic shift in cytokine balance towards a Th2 profile?. Lancet.

[b45-ehp0114-000085] Shen X, Lee K, Konig R (2001). Effects of heavy metal ions on resting and antigen-activated CD4^+^ T cells. Toxicology.

[b46-ehp0114-000085] Sigma 2004. Panorama Mouse Cytokine Array. St. Louis, MO: Sigma-Genosys. Available: http://www.sigmagenosys.com/epp_mammalian_mc.asp [accessed 15 August 2005].

[b47-ehp0114-000085] Skowera A, Hotopf M, Sawicka E, Varela-CalvinoR, Unwin C, Nikolaou V (2004). Cellular immune activation in Gulf War veterans. J Clin Immunol.

[b48-ehp0114-000085] Su AI, Cooke MP, Ching KA, Hakak Y, Walker JR, Wiltshire T (2002). Large-scale analysis of the human and mouse transcriptomes. Proc Natl Acad Sci USA.

[b49-ehp0114-000085] Tak PP, Firestein GS (2001). NF-κ B: a key role in inflammatory diseases. J Clin Invest.

[b50-ehp0114-000085] Taulan M, Paquet F, Maubert C, Delissen O, Demaille J, Romey M (2004). Renal toxicogenomic response to chronic uranyl nitrate insult in mice. Environ Health Perspect.

[b51-ehp0114-000085] Tully DB, Collins BJ, Overstreet JD, Smith CS, Dinse GE, Mumtaz MM (2000). Effects of arsenic, cadmium, chromium, and lead on gene expression regulated by a battery of 13 different promoters in recombinant HepG2 cells. Toxicol Appl Pharmacol.

[b52-ehp0114-000085] Wooten MW (1999). Function for NF-κ B in neuronal survival: regulation by atypical protein kinase C. J Neurosci Res.

[b53-ehp0114-000085] Wrenn ME, Durbin PW, Howard B, Lipsztein J, Rundo J, Still ET (1985). Metabolism of ingested U and Ra. Health Phys.

[b54-ehp0114-000085] Xu LG, Shu HB (2002). TNFR-associated factor-3 is associated with BAFF-R and negatively regulates BAFF-R-mediated NF-κ B activation and IL-10 production. J Immunol.

[b55-ehp0114-000085] Yamada H, Koizumi S (2002). DNA microarray analysis of human gene expression induced by a non-lethal dose of cadmium. Ind Health.

[b56-ehp0114-000085] Zamora ML (1998). Chronic ingestion of uranium in drinking water: a study of kidney bioeffects in humans. Toxicol Sci.

[b57-ehp0114-000085] Zhang QW, Zhou XD, Denny T, Ottenweller JE, Lange G, LaManca JJ (1999). Change in immune parameters seen in Gulf War veterans but not in civilians with chronic fatigue syndrome. Clin Diagn Lab Immunol.

[b58-ehp0114-000085] Zhou LR, Zhou JH, Yang JC (1998). Effects of cytokines induced by mineral dust on lung fibroblasts *in vitro*. J Occup Health.

How the deposited data were processed for this re-analysis (not part of the article)

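Gene expression was measured on a nylon cDNA array of cytokine-related genes in macrophages (control and 50 μM DU) and CD4+ T cells (control and 100 μM DU) after 24 hr, in 3 experiments for each of the 4 groups. According to the paper's methods, membranes were imaged on a phosphoimager, spots were quantified in ArrayVision, and outlier removal, log transformation and Z-tests were done in ArrayStat. The authors deposited 24 columns of whole-number spot intensity, 1 for each of the 2 duplicate spots of each array, over 531 positions. The deposited intensity values are linear and not scaled between arrays. Whether background had been subtracted from them is not known, and the outlier removal was not repeated here. The files name positions by their place on the membrane and do not pair them with genes. The tallies over the genes of Tables 2 and 3 and the chemokine gene set test, planned before the data were examined, were therefore not run, and no gene is named for any position. Cell death, T-cell proliferation and real-time RT-PCR data were not analysed here.

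Each column was divided by its mean over the positions above 0, intensities of 0 were set to missing, log2 was taken and the duplicate spots were averaged, so that n is the number of experiments. Positions with values in at least 2 experiments per condition were tested. Fits used limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg, adjusted p of 0.05), separately for each cell type, and an interaction term over the 4 groups for differences between cell types. The plan set before the data were examined took the comparison without a block as the main result. Samples were grouped by cell type, treatment and experiment number as the sample labels give them, and all 24 columns were mapped. The precision is limited by 3 arrays per group, and the median standard error of a log2 ratio was 0.32 in macrophages and 0.23 in CD4+ T cells.

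The experiment numbers were checked for pairing. The paper states that fresh cells were prepared for each repeat, and the deviations of control and DU arrays of the same number correlated above 0.1 in every case, the lowest being 0.261 in macrophages and 0.270 in CD4+ T cells. The fit with the experiment as a block is therefore given beside a result where it changes a call or a count. In macrophages, control experiment 2 and DU experiment 1 correlated at 0.531, so the check does not settle the pairing there. Alternatives set before the data were examined were scaling to the array median, quantile normalization, no scaling, leaving out the dimmest 25% of positions, setting zeros to the lowest positive value, each duplicate spot alone, duplicate spots as arrays with the experiment as a random block, duplicate spots as independent replicates, the replicate block, an intensity trend, a Z-test with a pooled spread curve, all groups in 1 fit, and each array left out in turn. The Z-test replaced the spread of each position by limma's fitted curve of spread against intensity and took normal p-values, as an approximation of the curve-fit error in the paper's methods. Further settings were chosen after the values had been seen: the replicate block with the Z-test, with median scaling, with quantile normalization, with no scaling or with 1 pair of arrays left out; scaling on positions above 0 in every column; and leaving out the 5 positions in membrane rows A and P.

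Positions named at the conclusions follow a rule fixed before the data were examined. Because positions carry no gene names, at most 2 that rose and 2 that fell are named per cell type, those with the smallest unadjusted p in limma. Any other position named in the closing section was chosen after its values were seen.

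The fits were tested on simulated arrays that kept the real means and spreads, with 50 positions changed and 50 draws per setting. Experiment effects were taken as the mean deviation of each pair of arrays, which holds part of the remaining spread. That spread was then added again in full. The simulated differences between experiments are therefore too large, which lowers the false-call rates and the recovery of the fit without a block. Positions were drawn independently of each other, which real positions need not be. Without a block, limma recovered 0% of 2-fold changes and 78.1% of 4-fold changes among 531 macrophage positions, and 34.1% and 95.4% among 515 CD4+ T-cell positions (means over draws). With the block it recovered 54.2% and 89.8% in macrophages and 71.1% and 96.6% in CD4+ T cells. With no change simulated, the mean number of positions passed was 0.02 in macrophages and 0 in CD4+ T cells without the block, and 0.02 in each with the block. With 4-fold changes simulated, the blocked fit also passed on average 13.6 unchanged macrophage and 11.3 unchanged CD4+ T-cell positions (up to 270 and 223 in a draw), against 0.16 and 0.54 without the block. The block combined with the Z-test passed 74.7 macrophage and 47.8 CD4+ T-cell positions when nothing had been changed. When every position was given the same spread it passed 0.08 and 0.12. The simulated spread of each position came from 3 pairs, which exaggerates how much positions differ in spread.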

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

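The alternatives that combine the replicate block with another choice or with 1 pair left out, that scale on positions above 0 in every column or that leave out the positions of rows A and P were chosen after the values had been seen. The others were set before the data were examined. The tallies over the genes of Tables 2 and 3 and the chemokine gene set tests were not run, because the positions are not paired with gene names. Where a change of count is given without a reason, the cause was not tested.

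In macrophages, 0 positions passed an adjusted p of 0.05 in limma and 11 had an unadjusted p under 0.05. The count past the adjusted threshold stayed at 0 under both other scalings, without scaling, without the dimmest positions, with each duplicate spot alone, with the experiment as a random block, with an intensity trend and with all groups in 1 fit. Treating duplicate spots as independent replicates gave 3 and 46 positions (adjusted and unadjusted), and the Z-test gave 1 and 21. Without scaling, 1 position had an unadjusted p under 0.05 (0 adjusted). Leaving out each array in turn gave 0 to 1 positions past the adjusted threshold and 2 to 41 at an unadjusted p under 0.05. The unadjusted count was 6 without control experiment 1, 2 without control experiment 2, 41 without control experiment 3, 3 without DU experiment 1 and 6 without DU experiment 2, and only control experiment 3 changed the adjusted count.

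In CD4+ T cells, 0 positions passed the adjusted threshold and 25 had an unadjusted p under 0.05. Duplicate spots as independent replicates gave 27 and 124 positions, and the Z-test gave 10 and 59. The unadjusted count was 2 without scaling, 38 with the experiment as a random block over duplicate spots and 11 with all groups in 1 fit, each with 0 adjusted. Leaving out each array in turn gave 0 to 4 positions past the adjusted threshold and 11 to 41 at an unadjusted p under 0.05. The adjusted count was 4 without DU experiment 1 and 1 without DU experiment 2. The unadjusted count was 11 without control experiment 2, 14 without control experiment 3, 40 without DU experiment 1, 13 without DU experiment 2 and 41 without DU experiment 3.

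With the replicate block, which compares the paired arrays within each experiment, macrophages had 0 positions past the adjusted threshold and 25 at an unadjusted p under 0.05, and CD4+ T cells had 9 and 69. Of the 4 positions named in CD4+ T cells, L6L, L2U and C7U passed the adjusted threshold with the block, as did H18L and N16L, which are named in macrophages and did not pass there. Combined with the replicate block, median scaling gave 1 and 31 positions in macrophages and 0 and 61 in CD4+ T cells. Quantile normalization with the block gave 0 and 34 in macrophages and 3 and 79 in CD4+ T cells. The Z-test with the block gave 25 and 87 in macrophages and 22 and 79 in CD4+ T cells. With pair 1, 2 or 3 left out of the blocked fit, macrophages had 0 positions past the adjusted threshold and 41, 20 and 28 at an unadjusted p under 0.05. CD4+ T cells then had 17, 3 and 0 past the adjusted threshold and 60, 30 and 49 at an unadjusted p under 0.05. Without scaling, the block gave 16 and 104 positions in macrophages, the 104 all higher after DU, and 1 and 27 in CD4+ T cells. The median log2 ratio over all macrophage positions was 0.44 without scaling, against 0.05 with the array mean, -0.07 with the array median and -0.03 after quantile normalization, so that count includes the shift of whole arrays. With no simulated change, the blocked Z-test passed 74.7 macrophage and 47.8 CD4+ T-cell positions on average, so its counts cannot be read as numbers of changed genes if positions differ in spread as simulated. When the simulated spread was the same for all positions it passed 0.08 and 0.12.

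The interaction between cell type and DU passed 0 positions under every alternative set in advance except the Z-test, which passed 1. The blocked Z-test passed 13. At an unadjusted p under 0.05 it had 8 positions in limma, 28 with the replicate block, 48 with duplicate spots as independent replicates, 21 in the Z-test, 14 after quantile normalization, 3 without the dimmest positions, 1 with the random block and 0 without scaling. Without macrophage control experiments 2 and 3 in turn that count was 5 and 39, without macrophage DU experiment 2 it was 3, without CD4+ T-cell control experiments 2 and 3 it was 5 and 4, and without CD4+ T-cell DU experiment 2 it was 5. The correlation of log2 ratios between the cell types was 0.207. It was 0.142 after quantile normalization, 0.149 with duplicate spot 1 alone and 0.126 with quantile normalization and the block. With each array left out in turn it ranged from 0.0189 (without CD4+ T-cell DU experiment 2) to 0.349 (without CD4+ T-cell DU experiment 1), and it was 0.0344 without macrophage DU experiment 1, 0.124 without macrophage control experiment 3, 0.133 without CD4+ T-cell DU experiment 3 and 0.317 without macrophage control experiment 2.

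In the cell type in which each is named, all 8 named positions kept their direction under every alternative that gave them a value. The positions were chosen by the smallest unadjusted p, and at all 8 the DU-treated and control arrays did not overlap. Leaving out an array or a pair could therefore not reverse them. The block without scaling was run for counts and gave none for single positions. C7U, L3L and O3U have no value when the dimmest positions are left out. Of the alternatives with a value for each position, D23U passed the adjusted threshold in CD4+ T cells only with duplicate spots as independent replicates, and N16L and O3U passed in macrophages only in the blocked Z-test. Low signal limits what C7U can show. It is among the dimmest 0.756% of CD4+ T-cell positions, its log2 ratio was -1.78 from duplicate spot 1 and -1.12 from duplicate spot 2, and quantile normalization reduced it from -1.45 to -0.22.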

Differences from the paper's values

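The paper lists 29 genes as changed in macrophages, 24 up and 5 down, and 14 in CD4+ T cells, 4 up and 10 down. The paper's methods say that the Z-tests followed Benjamini and Hochberg, and name p < 0.05 and p < 0.05 divided by the number of genes as thresholds. Its text names the first of these for Table 2 and ties none to Table 3, and the tables describe the listed values as those of two-tailed Z-tests, so both an adjusted and an unadjusted threshold were set beside it. The listed p-values of Table 2 run up to just under 0.05, where confidence intervals touch no change, as unadjusted values would. The unadjusted count is therefore the nearer comparison for Table 2. Those of Table 3 stop far below 0.05, so the adjusted count may be the nearer one there. The 531 positions outnumber the paper's 514 cDNAs and may include controls, which are not identified. Genes and positions cannot be matched one to one, so only counts and the largest and smallest ratios are compared. A count or ratio within 1.5 times the paper's is taken as not different. The largest ratios were 3.30 in macrophages and 3.11 in CD4+ T cells, beside 3.9 and 4.2 in the paper. The smallest were 0.580 and 0.366, beside 0.5 and 0.4. These extremes did not differ by that rule, except the largest in CD4+ T cells without DU experiment 2 (2.25). Whether the extreme ratios belong to the paper's genes is not known, and they do not stand for the other ratios. In macrophages, 5 positions reached a ratio of 2 or above, and the highest after H18L was 2.32 (E22U). Table 2 lists more genes than that at 2 or above, several of them above 2.32. In CD4+ T cells 4 positions reached 2, more than the genes that Table 3 lists there.

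In macrophages, the paper's 29 (24 up, 5 down) stand against 0 (0 up, 0 down) at an adjusted p of 0.05 in limma. No alternative set before the data were examined came within 1.5 times of the paper's total or of either direction. The replicate block combined with the Z-test, chosen after the values had been seen, gave 25 positions (21 up, 4 down), and how many of the paper's own genes it drops cannot be counted without gene names. At an unadjusted p under 0.05 the paper's 29 (24 up, 5 down) stand against 11 (9 up, 2 down). Of the alternatives set before the data were examined, the replicate block (25, with 21 up and 4 down) and the Z-test (21, with 17 up and 4 down) came within 1.5 times of all 3 counts. The 25 positions of the replicate block are 4.71% of those tested. The same fit passed 6.08% in simulated arrays with no change, or 4.55% with the same spread at every position. The number of these 25 positions is therefore no evidence of changed genes. Leaving out control experiment 3 (41) came within 1.5 times for the total, duplicate spots as independent replicates (28 up) for the genes up, and duplicate spot 1 alone (4 down) and leaving out control experiment 1 (4 down) for the genes down, and the other alternatives did not. Among settings chosen after the values had been seen, which drop a number of the paper's genes that cannot be counted without gene names, the replicate block gave totals of 31 with median scaling (19 up), 34 with quantile normalization (23 up), 41 with pair 1 left out (19 up), 20 with pair 2 left out (6 down) and 28 with pair 3 left out (26 up), each total and bracketed count within 1.5 times of the paper's.

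In CD4+ T cells, the paper's 14 (4 up, 10 down) stand against 0 (0 up, 0 down) at an adjusted p of 0.05. Of the alternatives set before the data were examined, the Z-test came within 1.5 times of the total (10) and the replicate block of the genes up (5), and none did so for the genes down. The replicate block with pair 1 left out (17 in all) and the replicate block with the Z-test (8 down), both chosen after the values had been seen, also came within 1.5 times of those counts, with a number of the paper's genes dropped that cannot be counted without gene names. At an unadjusted p under 0.05 the paper's 14 stand against 25 and its 4 genes up against 12 up, while 13 were down beside the paper's 10. The number down stayed within 1.5 times of the paper's in 7 of 19 alternatives set before the data were examined, and was 4 without control experiment 2, 5 without DU experiment 2 and 20 without DU experiment 3. For the total, setting zeros to the lowest positive value (20), all groups in 1 fit (11) and leaving out control experiment 2 (11), control experiment 3 (14) or DU experiment 2 (13) came within 1.5 times, and the other alternatives did not. For the genes up, only leaving out control experiment 3 (4) did. Scaling on positions above 0 in every column, chosen after the values had been seen, gave 21 in all, and how many of the paper's genes it drops cannot be counted.

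The paper's tables share 2 genes, Mdk and EphA3, against 0 positions past an adjusted p of 0.05 in both cell types. The Z-test shared 1, and no alternative set before the data were examined came within 1.5 times of 2. The replicate block with the Z-test, chosen after the values had been seen, shared 5. At an unadjusted p under 0.05, 2 positions were shared, a number within 1.5 times of the paper's in 9 of 25 alternatives (0 without CD4+ T-cell control experiment 3 or DU experiment 2, 5 without CD4+ T-cell DU experiment 1 and 7 without macrophage control experiment 3), and whether they are the paper's genes is not known without gene names. The paper's text names Mdk as the only shared gene, whereas EphA3 stands in both tables, with a paper's ratio of 1.6 in Table 2 and 0.5 in Table 3.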

Other observations

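The tests of the identical positions, of the adjusted counts under other splits, of the highest macrophage array and of the partner increments at the raised positions, and of the interaction within pairs were chosen after the result was seen.

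Positions C3U and A24L, chosen after their values were seen, hold the same deposited intensity in 12 of the 12 CD4+ T-cell columns and in 0 of the 12 macrophage columns. No other pair of positions shares more than 1 value in the CD4+ T-cell columns. A24L lies in a corner of the membrane. In macrophages its intensity was 0.796 to 1.11 times that of the corner position P1L, and C3U was at 2.53 to 8.82 times P1L. In CD4+ T cells both were at 0.0980 to 0.724 times P1L. In experiment 3, 13 of the 14 positions of membrane column 24 held 0 in every CD4+ T-cell column, whereas A24L, the remaining one, held the values of C3U. This goes with the values of C3U having been entered for A24L. The deposited values by themselves cannot settle it, and the identity in 12 columns prompted the question. No biological explanation was tested. Both positions are among the 9 that passed with the replicate block in CD4+ T cells, which therefore hold 8 distinct measurements.

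Deviations of the control and the DU-treated array of the same experiment correlated above 0 in both cell types. In macrophages, control experiment 2 correlated more with DU experiment 1 (r = 0.531) than with its own partner (r = 0.261). The overall shape of the intensity distribution was tested as a technical explanation. After quantile normalization, which gives all arrays the same distribution, the lowest same-experiment correlation was still 0.228 in macrophages and 0.252 in CD4+ T cells, which argues against shape as the whole cause. Regional background on the membrane was tested through the L and U positions of the same grid square, whose deviations correlated with a mean r of 0.202 in macrophages (permutation test, one-sided p = 1e-04, the smallest that 10000 resamples can give) and 0.0981 in CD4+ T cells (permutation p = 0.0159). Neighbouring genes of 1 family would give the same, so background and gene layout cannot be told apart without the gene names. A difference between the mice or cultures of the 3 experiments also stays open and was not tested.

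Rises of at least 4-fold after DU were not confined to 1 culture, with 2, 4 and 0 macrophage positions in experiments 1, 2 and 3. Falls of at least 4-fold occurred at 0, 1 and 1 CD4+ T-cell positions in experiments 1, 2 and 3. In the CD4+ T cells of experiment 2, 3 positions rose at least 4-fold after DU, compared with 0 in experiments 1 and 3. They are E6L, H18L and L6L, chosen after their values were seen, with log2 ratios of 2.29, 2.15 and 2.69. At E6L the other experiments gave -0.29 and -0.17. RNA from macrophages in that culture was tested as a technical explanation. A mixture cannot exceed the higher of its parts, and the highest of the 6 macrophage arrays lay 1.10, 0.60 and 0.77 above CD4+ T-cell control experiment 2 at E6L, H18L and L6L on the log2 scale, short of the raised level by at least 1.18. This argues against RNA like that of these peritoneal macrophages as the whole cause at these positions. The CD4+ T cells were purified from spleen, and RNA of splenic macrophages or other spleen cells was not tested. Over all positions the values are mixed. The 52 positions with the highest ratio of macrophage to CD4+ T-cell control differed from the other positions by -0.0412 in median log2 ratio in experiment 2, against 0.0307 and -0.120 in experiments 1 and 3, whereas over 515 positions the ratio of experiment 2 correlated with the macrophage to CD4+ T-cell difference at Spearman's rho of 0.176 (0.161 against the CD4+ T-cell controls of the other experiments), compared with 0.301 in experiment 1 and -0.0190 in experiment 3. A small share of macrophage RNA in the culture is therefore not excluded. Regional background was tested by the increments at the L or U partners of the 3 positions. In intensity relative to the array mean, E6L, H18L and L6L gained 11.0, 4.57 and 1.79, and their partners changed by -0.215, 0.252 and -0.0125, at most 5.52% of the gain at the raised position, which argues against background spread over whole grid squares. At L6L the log2 ratio over the 3 experiments was 1.63 from duplicate spot 1 and 1.64 from duplicate spot 2. These values argue against a defect of 1 spot as the cause at L6L. Such defects stay open at E6L and H18L, as do defects that reach both duplicate spots. A difference in the culture and an effect of DU in that experiment also stay open. H18L also had a log2 ratio of 1.72 in macrophages, and in CD4+ T cells its ratio was -0.11 in experiment 1 and 1.19 in experiment 3.

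In the 4 CD4+ T-cell columns of experiment 3, 14 positions had an intensity of 0 in every column, and 13 of them lie in membrane column 24, which holds 14 positions. Of the 14, 12 were above 0 in all other CD4+ T-cell columns. Control and DU arrays were affected alike. No technical or biological explanation was tested.

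Other splits of the arrays were set beside the real one. Of the 10 splits of 6 macrophage arrays into 3 and 3, 5 gave at least the 11 positions at an unadjusted p under 0.05 of the real split. For CD4+ T cells 5 splits gave at least the 25 positions of the real one. With 10 splits no share can fall below 0.1, so chance cannot be excluded for these counts. Past the adjusted threshold without a block the real count is 0 in both cell types, so all 10 splits reach it by construction and the comparison decides nothing. The largest macrophage count, 205 unadjusted and 135 adjusted, came from setting control experiments 1 and 2 and DU experiment 1 against the other arrays, a split that parts only 1 pair. Among the 4 splits that part all 3 pairs, macrophages had 11 (real), 9, 2 and 0 positions and CD4+ T cells 25 (real), 12, 12 and 1. With the experiment as a block, 2 of these 4 splits reached the 25 macrophage positions of the real one, namely the real one and the one that exchanges control and DU of experiment 1, with 46. For the 69 CD4+ T-cell positions 1 of 4 did, the real one. The real split is always among the 4, so 1 of 4 is the smallest share possible and chance cannot be excluded. Past the adjusted threshold of the blocked fit the real CD4+ T-cell split gave 9 positions and the split that exchanges control and DU of experiment 1 gave 8. For the interaction, 76 of 100 drawn splits gave at least the 8 positions at an unadjusted p under 0.05, but splits that part fewer pairs carry the differences between experiments. Within pairs, 11 of 32 exchanges of control and DU gave at least 8 positions, and 14 of 32 gave at least the 28 positions of the blocked fit, so chance is not excluded for either count. The correlation of log2 ratios between the cell types was equalled or exceeded in size by 10 of 16 exchanges of DU and control within pairs, a number too small to go below a share of 0.05, so chance cannot be excluded there either.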
